A study of Mus musculus with 6 samples. Its data were reported in "Remodeling the tumor microenvironment via blockade of LAIR-1 and TGF-β signaling enables PD-L1–mediated tumor eradication" (2022).

How the data were processed

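The libraries were 10x Genomics 3' v3.1 dual index libraries of CD45-enriched cells from MC38 tumours in C57BL/6 mice, with 1 pooled library for each of 6 groups. The deposited matrices held unnormalised UMI counts per gene and cell barcode, which the authors had made with Cell Ranger on the mm10 genome (version 6.0.0 in the notes of the submission) and filtered to cell-containing barcodes. They held 32285 genes and 31073 barcodes, of which 4572 came from Control, 5120 from NC410, 6569 from bintrafusp alfa, 5340 from NC410 plus bintrafusp alfa, 3452 from NC410 plus anti-PD-L1 and 6020 from NC410 plus TGF-β trap control. Groups were taken from the sample labels. The cell filter, the comparisons, 24 marker sets, 23 gene lists and the rule for naming genes were fixed before the data were examined.

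Barcodes were kept with at most 25% of UMIs on mitochondrial genes, as in the study. Their number of detected genes was at most the median plus 3 median absolute deviations of the same library, scaled to match a standard deviation. The study also gives 3 median absolute deviations, but states neither a scaling nor that the limit was set per library. In library order, 456, 652, 453, 457, 284 and 617 barcodes were removed for mitochondrial UMIs and 32, 16, 66, 20, 6 and 83 for their number of genes alone, which left 27931 cells. There was no lower limit on UMIs. Doublets were scored per library by the method of Scrublet, written anew in double precision. Its automatic threshold called 9 barcodes, so a rate of 0.8% per 1000 barcodes was used instead, which called 1335 (4.30%), and these barcodes were removed in an alternative only.

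Counts were scaled to 10000 per cell and log-transformed. On 2000 variable genes, from which cell cycle, mitochondrial, ribosomal, receptor segment, immediate early and heat shock genes were left out, 30 principal components and 20 nearest neighbours were computed and cells of all libraries were clustered together with the Leiden method at resolution 2.0, without batch correction. Clusters of T and NK cells were clustered again at resolution 3.0. A cluster took the name of the marker set with most members among its 10 genes with the highest fold against other clusters, with ties settled by the top 30 genes. It stayed unnamed when fewer than 3 markers reached 50 CPM or none was among the top 30, or when its UMIs were low and none was among the top 10. In the first clustering it also stayed unnamed when 3 or more markers of another lineage were among the top 30, and in the second when its markers were on average lower than in the other sub-clusters. Sub-clusters of T and NK cells named for another lineage were kept apart as mixed barcodes. The resolution of the second clustering and the treatment of mixed barcodes were set after the data had been seen. The macrophage class included the Cd163-positive cluster unless stated.

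Over all libraries the classes held 596 CD8 T cells, 719 Tregs, 268 NK cells, 82 CD4 T cells, 27 γδ T cells, 6647 monocytes, 10178 macrophages with 390 in the Cd163-positive cluster, 1571 neutrophils and 1117 conventional dendritic cells. A further 2492 monocytes or macrophages had no subset name, 846 barcodes were mixed and 2736 cells were unnamed (9.80%, median 1193.5 UMIs).

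Shares were given with exact Clopper-Pearson 95% intervals and ratios of shares with exact conditional intervals. Where a count was 0, the upper limit allowed by 3 counts was given. Expression was the sum of UMIs over the cells of a class and library scaled to the same total for each class and library (CPM), with exact Poisson intervals. Shares of cells with a UMI of a gene were also computed with each cell thinned to 1000 UMIs, and cells below that depth were left out there. Log2 ratios for ranking and for gene lists used a pseudocount of 10 CPM. A list was summarised by the median log2 ratio of members with at least 20 UMIs in the 2 libraries, its interval over 1000 Poisson draws, and its percentile among 10000 random lists matched in 25 expression bins. Lists that the text does not mention, or not for a class, are not reported for it. Genes were named when they belonged to a fixed list or marker set, or ranked among the 8 highest or lowest of a class in the main comparison or the 4 in the others, with at least 30 UMIs (100 over all kept cells) in the higher library. Comparisons set each treated library against Control, and NC410 plus bintrafusp alfa against each other treated library. Gene positions came from the GENCODE annotation, in which 651 of 651 genes looked up were found.

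The procedure was tested on simulated data made from the mean expression of NC410 plus bintrafusp alfa and Control. For CD8 T cells, with 1916 eligible genes, 100 of 100 genes simulated at 2-fold had the right sign with a median absolute log2 ratio of 0.95, and 97.0% of intervals held the true value. A list of 20 genes at 1.5-fold had a median of 0.48, and an unchanged list had -0.02. Among monocytes and macrophages, with 10486 eligible genes, the same 2-fold had a median of 0.64, since the pseudocount pulls genes of low expression toward 0. Intervals of a ratio of CD8 shares held the true value in 95.95% of 2000 draws. Counts were drawn from the Poisson and binomial distributions that the intervals assume, without variation between cells, tumours or captures. These rates therefore check the computation only and do not show how well the intervals hold for the data.

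Alternatives for shares were a mitochondrial limit of 10%, at least 1000 UMIs and 500 genes, no filter, removal of doublet calls, resolution 1.0, 4000 variable genes with 50 components, thinning before clustering, classes from marker UMIs without clusters, and 2 other denominators. Those for expression were TMM factors, pseudocounts of 1 and 50 CPM, means over cells, removal of doublet calls, thinning, totals without mitochondrial and ribosomal genes, a minimum of 100 UMIs per list member, and lists without the members named by the study. There were 5 further alternatives chosen after seeing the data: resolution 2.0 for T and NK cells, mixed barcodes counted by their own markers, macrophages without the Cd163-positive cluster, the same with the list members kept, and medians over clusters. Flow cytometry, imaging and tumour growth were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.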

Results

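Single-cell RNA-seq measured the transcripts of CD45+ cells enriched from subcutaneous MC38 tumours, a colon carcinoma line grown here in C57BL/6 mice. CD45 is the surface protein shared by leukocytes, so that the libraries hold mainly the immune cells of the tumours. Besides Control there were 5 treated groups: 2 received a single agent, NC410 or bintrafusp alfa, and 3 received NC410 with a second agent, which was bintrafusp alfa (called the combination here), the TGF-β trap control or an antibody against PD-L1. NC410 is a fusion protein of LAIR-2, a soluble decoy that occupies the collagen domains otherwise bound by the inhibitory leukocyte receptor LAIR-1. Bintrafusp alfa joins an antibody against PD-L1 to the extracellular part of a TGF-β receptor, and the TGF-β trap control is a version that sequesters TGF-β without binding PD-L1. Each group was represented by 1 library made from cells of several tumours pooled before capture, so there were no replicates, and no test between groups, standard error or count of changed genes was derived. The libraries held 38608251 UMIs (Control), 40124798 (NC410), 58105405 (bintrafusp alfa), 47845277 (combination), 31344921 (NC410 plus anti-PD-L1) and 60217408 (NC410 plus TGF-β trap control). After filtering, 4084, 4452, 6050, 4863, 3162 and 5320 cells remained in the same order, with medians of 7878.5, 7451.5, 8111.5, 7795, 8652 and 8290 UMIs per cell. Values in parentheses after a share, a level or a ratio are 95% intervals for counting error only. They do not cover differences between tumours or between captures, and any 1 of the 6 libraries has a chance of 1 in 6 of being the highest for a given measure. Intervals of levels, of their ratios and of gene lists also leave out differences between the cells of a class, since UMIs were treated as independent. They are too narrow where few cells carry a gene: 40 Foxp3 UMIs in CD8 T cells of the combination came from 6.03% of 199 cells.

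Monocytes and macrophages made up most of the cells, from 61.8% of kept cells in the combination to 75.1% in bintrafusp alfa. Neutrophils ranged from 3.78% to 8.13%, conventional dendritic cells from 2.94% to 4.72%, and the named T and NK classes together from 4.5% to 10.3%. Clusters that expressed T cell genes together with several marker genes of another lineage, mostly a myeloid one, were kept out of the T and NK classes. They held 1.13% of the cells in Control, 0.899% in NC410, 1.69% in bintrafusp alfa, 10.1% in the combination, 1.04% in NC410 plus anti-PD-L1 and 2.52% in NC410 plus TGF-β trap control. Clusters left unnamed by the fixed rules held 9.21%, 12.96%, 8.40%, 9.89%, 10.53% and 8.67% of the cells in the same order. Over these cells the medians of the libraries lay between 1052 and 1511 UMIs, but not all of the clusters were shallow. A cluster of dividing cells marked by Mki67 and Top2a had a median of 21104 UMIs, with 56 cells in the combination and 7 in Control. The marker set nearest to it was that of T or NK cells, and any such cells in it are missing from those classes. Unnamed clusters with markers of 2 lineages had medians of 12256 and 7025 UMIs.

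The first question was which cells expressed the genes of the drug targets. Transcripts of Lair1, the collagen receptor opposed by NC410, were highest in macrophages and monocytes. Lair1 was at 273 CPM (UMIs of the gene scaled to the UMIs of the class, 270 to 276) in macrophages and 128 CPM in monocytes over the 6 libraries. It was at 178 CPM in the Cd163-positive macrophages. Other classes were lower, with 27.5 CPM in neutrophils, 15.2 CPM in NK cells, 8.88 CPM in CD8 T cells and 5.82 CPM in regulatory T cells (Tregs). For the protein, the study's flow cytometry also gave higher percentages of positive NK and NKT cells. Cd274, which encodes PD-L1, was at 1029 CPM (998 to 1060) in neutrophils, 466 CPM in migratory dendritic cells and 161 CPM in macrophages. Pdcd1, the gene of its receptor PD-1, was at 371 CPM in CD8 T cells, 331 CPM in CD4 T cells outside the Tregs, 173 CPM in Tregs and 476 CPM (348.5 to 635) in the few γδ T cells. Tgfb1 was detected across the classes, with 357 CPM in NK cells, 312 CPM in monocytes and 220 CPM in macrophages. Of the genes for the receptor chains, Tgfbr2 was at 145 CPM in the Cd163-positive macrophages and 105 CPM in CD8 T cells, and Tgfbr1 was at 67.8 CPM in macrophages. Lair1 in macrophages lay between 235 CPM (bintrafusp alfa) and 316 CPM (combination), and Cd274 in neutrophils between 872 CPM (Control) and 1303 CPM (NC410 plus anti-PD-L1).

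**Figure D1:**
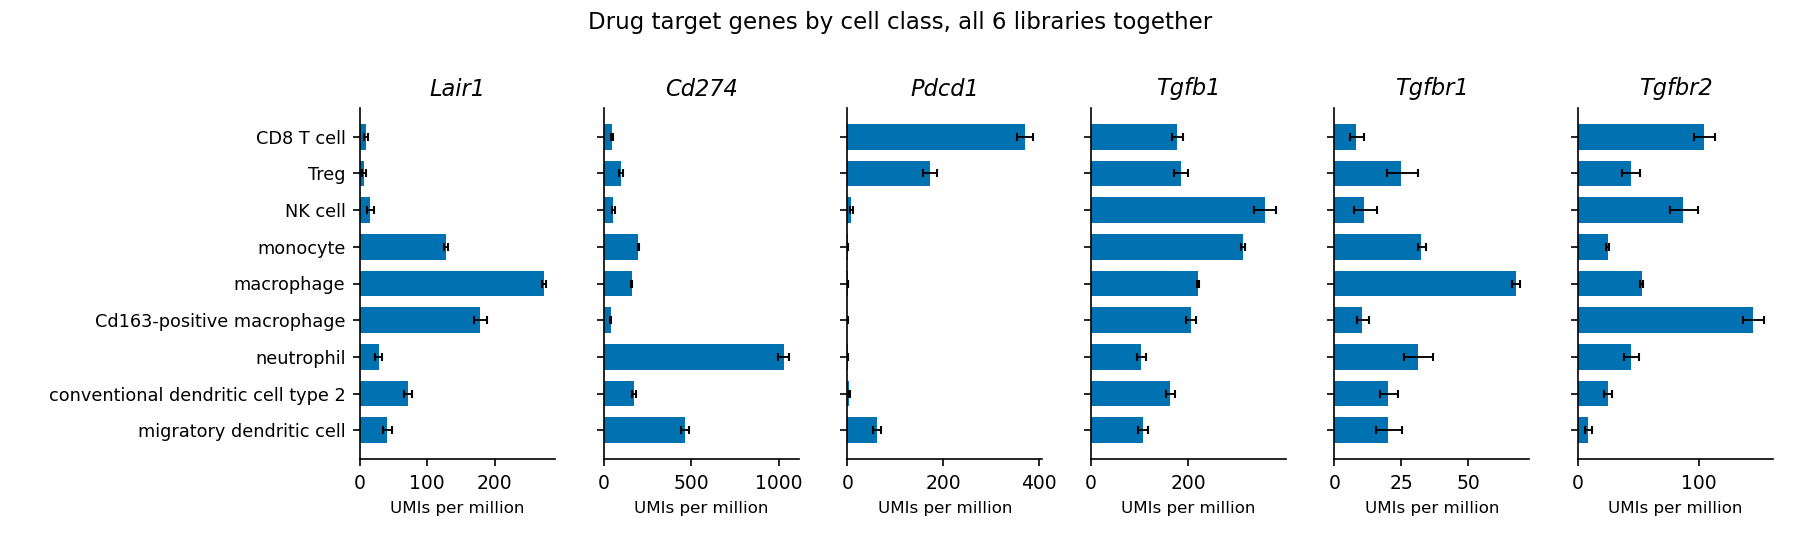
CPM of 6 drug target genes by cell class, all 6 libraries together, with a panel per gene on a linear axis that starts at 0 and bars for 95% Poisson intervals. Lair1 stands at 273 CPM in macrophages, Cd274 at 1029 CPM in neutrophils and Pdcd1 at 371 CPM in CD8 T cells.

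The main comparison set the combination against Control and asked how the immune infiltrate differed after both agents. CD8 T cells made up 4.09% of kept cells in the combination (3.55 to 4.69) and 1.35% in Control (1.02 to 1.75), a ratio of 3.04 (2.24 to 4.17). NK cells were at 1.48% against 0.612%, a ratio of 2.42 (1.52 to 3.98), and Tregs at 3.74% against 1.74%, a ratio of 2.15 (1.63 to 2.87). These sizes depended on how T and NK cells were sorted: the NK ratio was 1.347 with T and NK cells clustered at resolution 2.0, and the CD8 ratio was 4.908 with mixed barcodes counted by their own markers and 4.594 with marker UMIs instead of clusters, by which the Treg ratio was 3.308. γδ T cells, in a sub-cluster marked by Trdc, Tcrg-C1 and Cd163l1, numbered 13 in the combination and 0 of 4084 cells in Control, which allows a share of up to 0.0735% there. The share in the combination, 0.267% (0.142 to 0.457), was 3.64-fold that limit, a value that leaves out the counting error of the 13 cells. On the myeloid side the combination had lower shares of macrophages, 30.7% against 40.2% (ratio 0.765, 0.713 to 0.821), conventional dendritic cells, 2.94% against 4.33% (ratio 0.679, 0.540 to 0.851), and neutrophils, 3.78% against 6.10% (ratio 0.621, 0.510 to 0.754). The total behind these shares includes the mixed barcodes, 10.1% in the combination and 1.13% in Control, so that a lower share need not mean fewer cells in the tumour. By flow cytometry at a later time, the study reported more macrophages per weight of tumour in the combination than in any other group. Monocytes were at 21.8% against 24.3%, a difference that reversed under 5 other settings. The CD8 class of the combination spread over the same sub-clusters as that of Control in other proportions: 93 of its 199 cells (46.7%) lay in a sub-cluster marked by Cd8a, Klrc2 and Cx3cr1, which held 13 of 55 cells in Control. Most NK cells of both libraries lay in 1 sub-cluster marked by Klra4, Klrb1c and Gzma, with 18 of 25 in Control and 45 of 72 in the combination. Among Tregs, a shallow sub-cluster marked by Itgb8 and Il10 held 36.3% in the combination and 15.5% in Control, where 29 of 71 lay in a sub-cluster marked by Ikzf4 and Penk.

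**Figure D2:**
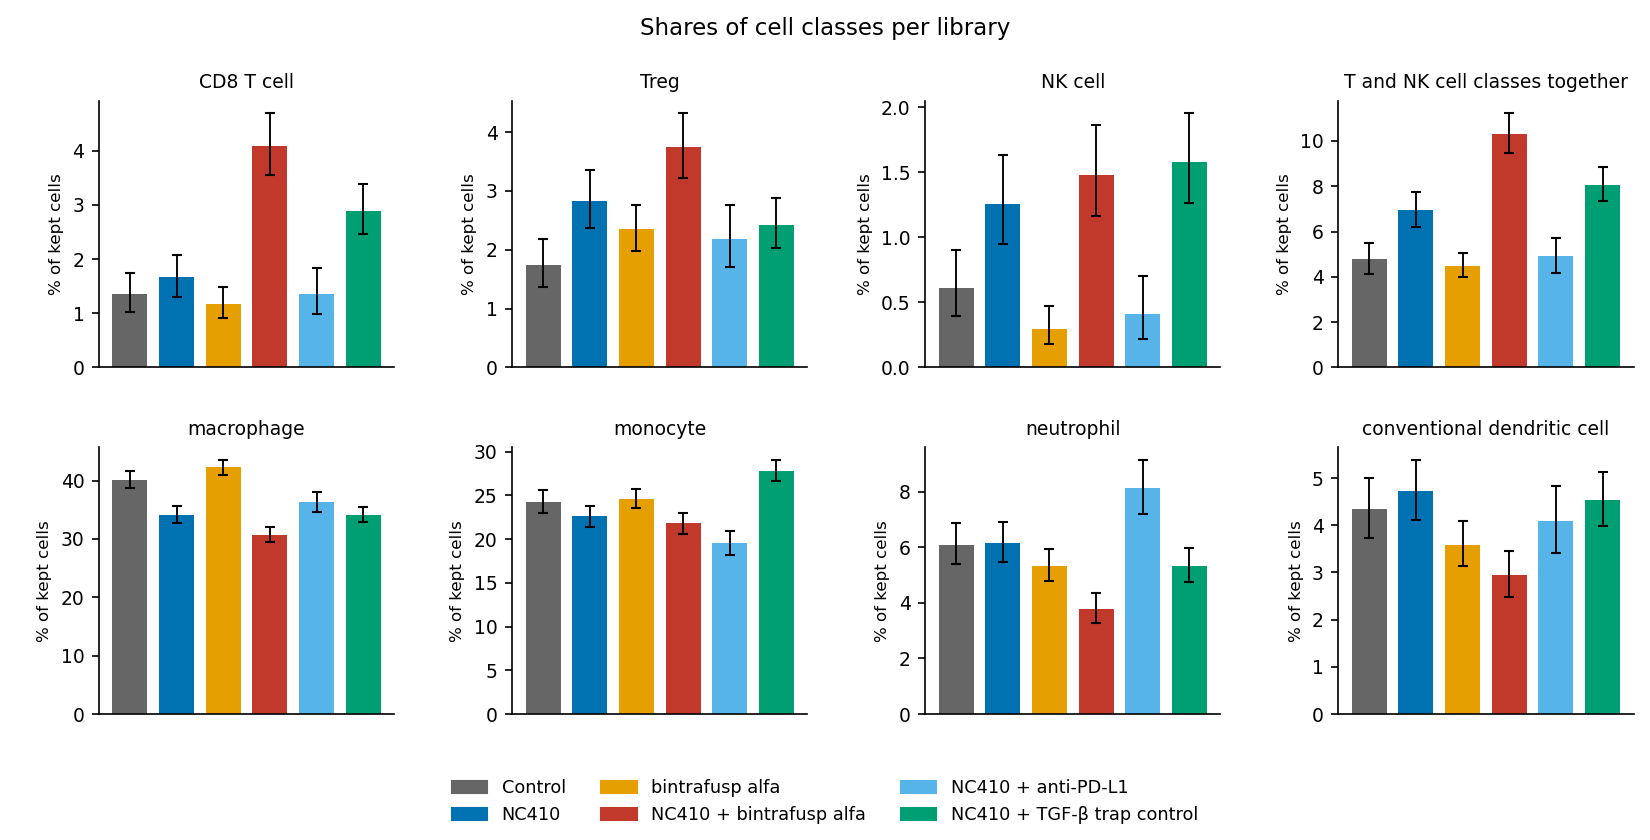
Share of kept cells (%) for each cell class in the 6 libraries, 1 bar per library with its exact 95% binomial interval; each panel has its own axis, which starts at 0. The combination has the highest shares of CD8 T cells (4.09%) and Tregs (3.74%) and the lowest shares of macrophages (30.7%) and neutrophils (3.78%).

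Within CD8 T cells, some chemokine and granzyme genes were higher in the combination than in Control and others were lower. Ccl4 was at 2348 CPM against 530 CPM (ratio 4.43, 3.88 to 5.08) and Ccl3 at 739 CPM against 178 CPM (ratio 4.15, 3.30 to 5.29); both encode chemokines that activated T cells release. Gzmd was at 308 CPM against 46.3 CPM (ratio 6.65, 4.26 to 10.98) and Gzmf at 2511 CPM against 1301 CPM (ratio 1.93, 1.77 to 2.11), while perforin (Prf1) was at 914 CPM against 671 CPM. Il2, the T cell growth factor, had 65 UMIs (36.5 CPM) in the combination and 0 in Control, where a count of 0 allows up to 6.94 CPM. Of 20 measured members of the cytotoxic effector list 12 were higher, with a median log2 ratio of 0.41 (0.28 to 0.58; percentile 100 among random lists), and some of these genes, Prf1, Gzmf and Ccl3 among them, were named by the study from these same libraries. That median depended on the choice of members and on depth: it was 0.083 for members with at least 100 UMIs, 0.233 without the named ones and 0.238 after thinning. The members went both ways: Gzmb was at 3733 CPM against 3879 CPM, Gzma at 479.5 CPM against 655 CPM, and Gzmk, a granzyme of early effector cells, at 43.2 CPM against 178 CPM (4.13-fold lower, 2.97 to 5.74), along with a sub-cluster marked by Gzmk that held 19 of 199 cells in the combination and 15 of 55 in Control. Lower too were Klf2 (18.5 CPM against 92.6 CPM), a transcription factor of resting T cells, Nt5e (28.6 CPM against 107 CPM), the ectoenzyme CD73, and Pmepa1 (51.6 CPM against 155 CPM), a feedback inhibitor of TGF-β signalling. The inhibitory receptor and exhaustion list differed little, with a median of -0.06 (-0.15 to 0.21) and 6 of 13 members higher, as did the naive and memory list, with -0.16 (-0.41 to 0.16) and 4 of 8. Hypoxia and glycolysis genes had a median of -0.33 (-0.48 to -0.22), with 1 of 17 members higher. Other genes at the ends of the ranking were Mt1 (192 CPM against 27.8 CPM), a metallothionein, Spp1 (252 CPM against 53.2 CPM), osteopontin, and Anxa1 (45.4 CPM against 2.31 CPM, 1 UMI in Control) on the higher side, and Igflr1 (88.6 CPM against 271 CPM), Cxcl10 (36.5 CPM against 132 CPM) and Il1b (6.17 CPM against 78.7 CPM) on the lower. Il1b and Cxcl10 are abundant in myeloid cells, and the myeloid transcripts in these barcodes went both ways, with S100a8 of neutrophils at 6.17 CPM against 32.4 CPM and C1qa of macrophages at 52.2 CPM against 25.5 CPM. The Treg gene Foxp3 was at 22.4 CPM (40 UMIs) in this class of the combination and 2.31 CPM (1 UMI) in Control, so that some Tregs or their transcripts among these cells are not excluded. Gzmd, Gzme, Gzmf and Gzmg are close neighbours of similar sequence, so that their UMIs could not be assigned with certainty to 1 gene.

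NK cells of the combination had more cell cycle transcripts than those of Control, with a median log2 ratio of 0.95 (0.75 to 1.52) and 15 of 16 members higher. Top2a, a topoisomerase of dividing cells, was at 114 CPM against 21.4 CPM (ratio 5.32, 2.20 to 16.8), and Stmn1, a microtubule regulator, at 120 CPM against 21.4 CPM. Gzmg was at 785 CPM in the combination and 0 in Control, where a count of 0 allows up to 12.9 CPM, while Gzmb (3870 CPM against 5917 CPM) and Prf1 (1190 CPM against 2092 CPM) were lower. Rgs1, a regulator of G protein signalling, was at 191 CPM against 759 CPM (3.98-fold lower, 3.19 to 4.97), Ccl5 at 774 CPM against 2277 CPM, Dusp2, a phosphatase of MAP kinases, at 208 CPM against 626 CPM, and Smad7, a feedback inhibitor of TGF-β signalling, at 89.3 CPM against 240 CPM. The Control class held 25 NK cells, and Chil3, a monocyte gene, was at 73.1 CPM in the NK cells of the combination and 0 in those of Control, which allows up to 12.9 CPM.

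Tregs of the combination differed little from those of Control in the Treg effector list, with a median of -0.07 (-0.23 to 0.09) and 6 of 14 members higher. Foxp3, the transcription factor that defines them, was at 576 CPM against 468 CPM, Il10 at 263 CPM against 187 CPM, and Ctla4 at 737 CPM against 1172 CPM. Prf1 was at 282 CPM against 83.9 CPM (ratio 3.36, 2.24 to 5.26) and Ly6c1 at 131 CPM against 9.68 CPM (3 UMIs in Control; ratio 13.5, 4.495 to 66.5). Cd8a was at 28.4 CPM (23 UMIs) in these Tregs and 0 in those of Control, which allows up to 9.68 CPM, so that some CD8 T cells among them are not excluded. Rgs1 was again lower, at 180 CPM against 694 CPM (3.86-fold, 3.11 to 4.79), as were the immediate early genes Fos (72.7 CPM against 226 CPM) and Fosb (38.2 CPM against 158 CPM). Lyz2, the lysozyme gene of myeloid cells, was at 150 CPM in Tregs of the combination and 38.7 CPM in those of Control, and H2-Aa and Tyrobp ranked with it among the higher genes.

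The macrophages that carry the scavenger receptor Cd163 were compared because the study divided Mrc1-positive macrophages by this gene. The cluster called Cd163-positive here had Lyve1, Saa3, Ccl8 and Cbr2 among its top genes, and not all of its cells had a Cd163 UMI. A Cd163 UMI was found in 32 of 1640 macrophages in Control and 46 of 1150 in NC410 plus anti-PD-L1, fewer than this cluster held. It held 75 cells in Control, 68 in NC410, 45 in bintrafusp alfa, 6 in the combination, 148 in NC410 plus anti-PD-L1 and 48 in NC410 plus TGF-β trap control. As shares of monocytes and macrophages these are 2.53% (1.99 to 3.16), 2.32% (1.80 to 2.93), 0.9903% (0.723 to 1.32), 0.1996% (0.0733 to 0.434), 6.79% (5.77 to 7.92) and 1.30% (0.962 to 1.72). Against Control, the share of kept cells was 14.9-fold lower in the combination (ratio 0.0672, 0.0239 to 0.153), it was also lower in both other libraries that received a TGF-β-binding agent, bintrafusp alfa (0.405, 0.274 to 0.594) and NC410 plus TGF-β trap control (0.491, 0.335 to 0.715), and it was higher in NC410 plus anti-PD-L1 (2.55, 1.92 to 3.41). Counted by UMIs, Cd163 was found in 30 of 456 Mrc1-positive macrophages of Control (6.58%) and in 5 of 679 of the combination (0.736%), a ratio of 0.112 (0.0339 to 0.291). With each cell thinned to 1000 UMIs the shares were 4.83% (1.96 to 9.69) in Control and 0.526% (0.0133 to 2.90) in the combination, from 7 and 1 cells. For the other libraries with a TGF-β-binding agent, at full depth the ratio to Control was 0.296 (0.165 to 0.523) in bintrafusp alfa and 0.518 (0.292 to 0.911) in NC410 plus TGF-β trap control. After thinning, with 8 and 10 positive cells, NC410 plus TGF-β trap control was level with Control, at 4.82% (2.10 to 9.28), and bintrafusp alfa was at 2.82% (1.36 to 5.12), with intervals that overlap that of Control. Among all macrophages, thinned, neither was lower, at 0.621% and 0.523% against 0.435% in Control and 0.0704% in the combination. T and NK cells, which should lack Cd163, had a UMI of it in 0 of 195 cells in Control, which allows up to 1.54%, and in 0 of 502 in the combination, which allows up to 0.598%, limits too wide to set the background against the lowest of these shares. Median depths were 9980.5 and 10075.5 UMIs in macrophages and 4942 and 5616 UMIs in T and NK cells, and thinning left out 31 and 74 macrophages and 11 and 35 T and NK cells, in Control and the combination respectively. Mrc1 itself, the mannose receptor, did not share this pattern, since after thinning it was found in 9.01% of macrophages in Control (7.66 to 10.52) and 13.4% in the combination (11.7 to 15.3), and in 0 T and NK cells of both, which allows up to 1.63% and 0.642%.

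**Figure D3:**
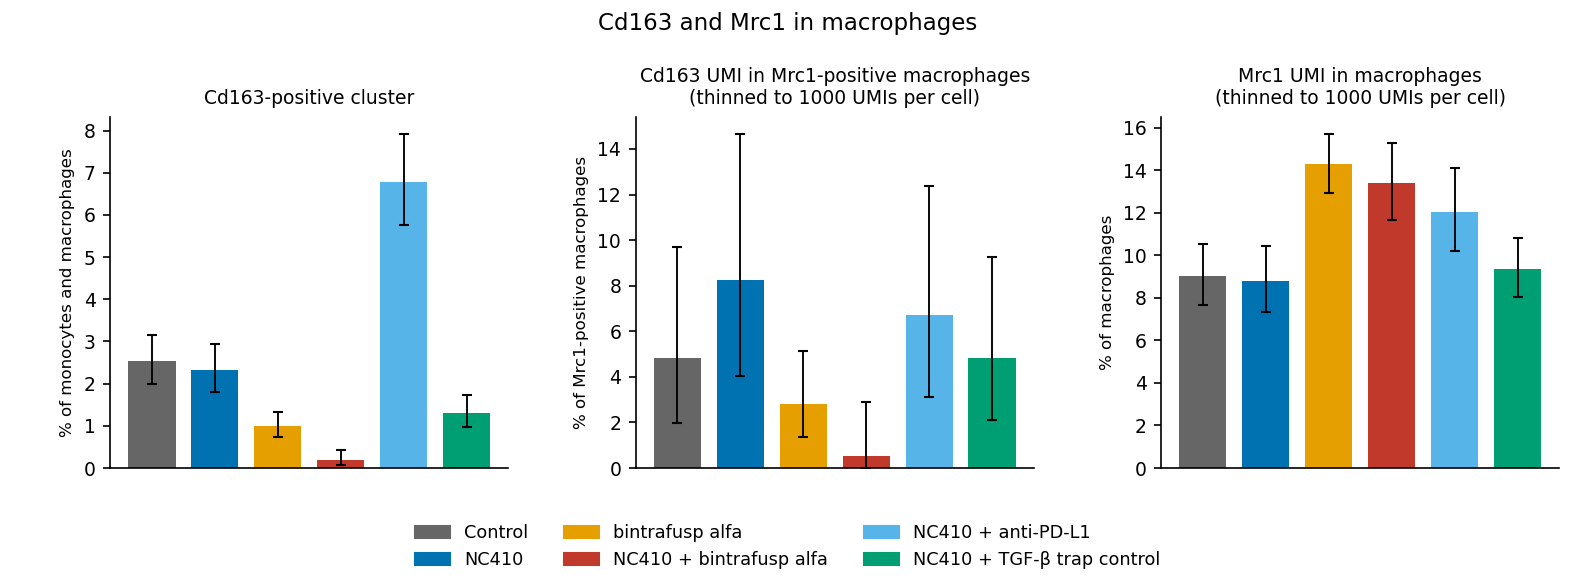
Left, the Cd163-positive cluster as % of monocytes and macrophages; middle, % of Mrc1-positive macrophages with a Cd163 UMI; right, % of macrophages with an Mrc1 UMI, the last 2 with each cell thinned to 1000 UMIs, in 6 libraries with exact 95% binomial intervals. The combination is lowest on the left (0.1996%) and in the middle (0.526%), and NC410 plus anti-PD-L1 is highest on the left (6.79%).

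Several genes marking that cluster were lower in the macrophages of the combination as a whole. Among them, the hyaluronan receptor Lyve1 was at 0.684 CPM against 71.5 CPM (105-fold lower, 58.2 to 210.0). Retnla, a gene of alternatively activated macrophages but not among the 10 top genes of that cluster, was at 0.249 CPM against 102 CPM (410-fold lower, 160 to 1505). A monocyte or macrophage cluster with Retnla as its top gene lay outside this class, with 4 cells in the combination and 20 in Control. The fold of Retnla does not cover those cells. Gas6, a ligand of TAM receptors (5.04 CPM against 46.2 CPM), the carbonyl reductase Cbr2 (9.14 CPM against 62.0 CPM) and the acute phase gene Saa3 (9.51 CPM against 49.9 CPM) were lower as well. The tissue-resident-type list had a median log2 ratio of -0.87 (-0.93 to -0.80), with 3 of 18 members higher. Its size depended on the processing: of 11 alternatives, 8 moved it outside this interval and 2 reversed it, with values from -1.208 to 0.364. Without the Cd163-positive cluster the median over the same 18 members was 0.275. Of these only 13 were still measured by the rule for lists, with a median of 0.36 (0.29 to 0.43) and 13 of 13 higher in the combination, Selenop (387 CPM against 174 CPM) and Ccl8 (444 CPM against 198 CPM) among them. The M2 list went from -0.32 (-0.37 to -0.20; 6 of 15 higher) to 0.048 over the same members and 0.06 (-0.01 to 0.09; 8 of 14) over those still measured. On the higher side stood Lpl, lipoprotein lipase, at 144 CPM against 37.6 CPM (ratio 3.84, 3.52 to 4.18), the fatty acid receptor gene Cd36 at 201 CPM against 85.9 CPM (ratio 2.34, 2.20 to 2.48) and the interferon-induced Ifitm1 at 773 CPM against 237 CPM (ratio 3.26, 3.15 to 3.38). The class was also made up differently. A cluster marked by Pf4, Trem2 and Cd36 held 411 of 1494 macrophages in the combination and 274 of 1640 in Control, and one marked by Cd300e and Cd72 held 165 and 333. How far this accounts for the higher genes and lists of macrophages was not tested. Genes of extracellular matrix remodelling were higher in macrophages, with a median of 0.23 (0.15 to 0.33) and 18 of 25 members, and in monocytes, with 0.26 (0.18 to 0.30) and 19 of 25. These were 0.159 and 0.185 with TMM factors and 0.142 and 0.147 with a pseudocount of 50 CPM, and in macrophages 0.128 as mean over cells and 0.144 without members named by the study. The list includes the crosslinking enzyme gene Tgm2 (461 CPM against 299 CPM in macrophages) and the protease genes Mmp14 (238 CPM against 180.1 CPM) and Adam8 (492 CPM against 338 CPM), while fibronectin (Fn1) was at 61.7 CPM against 76.3 CPM. The M1 list was level in macrophages, at -0.01 (-0.06 to 0.05) with 6 of 12 higher, and the interferon-gamma list was higher in macrophages, at 0.17 (0.12 to 0.25) with 19 of 23, and in monocytes, at 0.18 (0.13 to 0.22) with 14 of 23, though only 0.138 and 0.076 with TMM factors. The granzyme gene Gzmf ranked among the higher genes of macrophages at 20.5 CPM against 1.65 CPM, and T cell Trac was at 4.17 CPM against 0.823 CPM in the same cells.

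Monocytes of the combination were higher than those of Control in Ccl8 (43.1 CPM against 10.4 CPM), a monocyte chemoattractant, the cholesterol exporter gene Abca1 (168 CPM against 72.9 CPM), Ifitm1 (1530 CPM against 725 CPM) and Nos2 (69.2 CPM against 30.9 CPM), the inducible nitric oxide synthase. They were lower in Cx3cr1 (13.5 CPM against 49.4 CPM), the fractalkine receptor, Rgs1 (102 CPM against 298 CPM) and the heat shock genes Hspa1a (34.3 CPM against 130 CPM) and Hspa1b (19.9 CPM against 95.6 CPM), a near-identical pair. A deep monocyte cluster (median 19987 UMIs), of which 75.46% were doublet calls, held 60 of 1060 monocytes in the combination and 11 of 993 in Control. Transcripts of other cells in the monocyte levels and lists are therefore not excluded. Immediate early and heat shock genes as a list were lower in the combination in each class at full depth: the median was -0.41 (-0.45 to -0.37) in monocytes with 2 of 25 members higher, -0.51 (-0.55 to -0.48) in macrophages with 1 of 26, -0.54 (-0.65 to -0.49) in neutrophils with 4 of 25, -0.34 (-0.66 to -0.24) in Tregs with 4 of 23, -0.28 (-0.42 to -0.03) in NK cells with 8 of 22 and -0.16 (-0.30 to 0.00) in CD8 T cells with 10 of 26. Genes of this list respond within minutes to stimulation, stress and tissue dissociation, and several were labels in a figure of the study on these libraries, which had been seen before the list was drawn up. For monocytes and macrophages together the median was -0.47 (-0.49 to -0.45) and -0.365 without those members. Once cells were thinned to the same depth, the value in NK cells turned to 0.047 and that in CD8 T cells was -0.013.

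Neutrophils of the combination were lower than those of Control in the chemokine and inflammatory list, with a median of -0.31 (-0.43 to -0.22) and 1 of 14 members higher. The class was also made up differently. A cluster with Cxcl3, Ccl3 and Cxcl2 among its top genes held 27 of 184 neutrophils in the combination and 71 of 249 in Control. How far this accounts for the lower genes and list was not tested. Ccl3 was at 2450.0 CPM against 4859 CPM (1.98-fold lower, 1.85 to 2.12), and Cxcl2, the attractant of neutrophils that the study itself named, was lowest of the 6 libraries at 14470.0 CPM (14130.0 to 14810.0), against 23280.0 CPM in Control and 19180.0 CPM to 25580.0 CPM in the others. Arg1, arginase, was at 24.9 CPM against 279 CPM (11.2-fold lower, 6.26 to 22.2), Rgs1 at 66.4 CPM against 309 CPM and P2rx7, an ATP-gated channel, at 0, which allows up to 6.22 CPM, against 53.3 CPM. Higher were genes of antigen presentation on MHC class I, at a median of 0.50 (0.30 to 0.54) with 10 of 10 members, such as B2m (5446 CPM against 4104 CPM) and Tap1 (502 CPM against 299 CPM), and Stfa2, a stefin of neutrophils with a near-identical neighbour, at 76.8 CPM against 0, which allows up to 4.85 CPM. C1qa, taken as a measure of macrophage RNA in these cells, was at 143 CPM in the combination and 207 CPM in Control.

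Levels over all kept cells combine the shares of the classes with differences inside them, and the 2 were not separated here. The cytotoxic effector list had a median log2 ratio of 1.16 (1.09 to 1.22) with 16 of 20 members higher, and Prf1 (115 CPM against 25.3 CPM), Gzmf (249 CPM against 34.6 CPM), Nkg7 (343 CPM against 94.8 CPM), a granule protein of killer cells, Cd3e (111 CPM against 22.2 CPM) and the inhibitory receptor gene Lag3 (75.4 CPM against 14.9 CPM) were each higher in the combination than in any other library. In NC410 plus TGF-β trap control the same genes stood in between, with Prf1 at 60.7 CPM, Gzmf at 122 CPM and Nkg7 at 186 CPM. Lyve1 (0.312 CPM against 37.1 CPM) and Retnla (17.5 CPM against 132 CPM) were lower in the combination. These values include the barcodes that held T cell and myeloid genes together.

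Set against the other treated libraries, the combination had the highest CD8 share, at 2.46 times that of NC410 (1.88 to 3.26), 3.49 times that of bintrafusp alfa (2.65 to 4.64), 3.01 times that of NC410 plus anti-PD-L1 (2.16 to 4.29) and 1.41 times that of NC410 plus TGF-β trap control (1.14 to 1.76). The Treg share was higher than in each of them as well, by 1.32 times (1.05 to 1.67) against NC410 to 1.72 times (1.29 to 2.30) against NC410 plus anti-PD-L1. NK cells were not more frequent in the combination than in NC410 plus TGF-β trap control (ratio 0.938, 0.675 to 1.30), and their difference from NC410 was within counting error (ratio 1.18, 0.819 to 1.70). The Cd163-positive share was 6.03-fold lower than in bintrafusp alfa (ratio 0.166, 0.0578 to 0.390) and 37.9-fold lower than in NC410 plus anti-PD-L1 (ratio 0.0264, 0.00952 to 0.0588).

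The NC410 library was compared with Control to ask how tumours differed when LAIR-1 ligands were blocked without a second agent. Its library had more NK cells than Control, 1.26% against 0.612% (ratio 2.06, 1.26 to 3.44), and more Tregs, 2.83% against 1.74% (ratio 1.63, 1.21 to 2.21), while its CD8 share of 1.66% did not differ beyond counting error (ratio 1.23, 0.859 to 1.78). CD8 T cells of NC410 stood out by type I interferon genes, with a median log2 ratio of 0.70 (0.43 to 0.86) and 23 of 23 members higher, among them Ifit1 (513 CPM against 241 CPM) and Isg15 (1090.0 CPM against 803 CPM). Gzmc (1544 CPM against 236 CPM) and Gzmd (377 CPM against 46.3 CPM) were higher, and Ifng was lower (148 CPM against 398 CPM). Of its 74 CD8 T cells 43 lay in a sub-cluster marked by Gzmk, Ccl5 and the interferon-induced genes Ifi208 and Phf11c, which held 15 of 55 in Control, so that the interferon difference went together with the make-up of the class. NK cells of NC410 had the immediate early and heat shock list higher in 21 of 21 members, with a median of 0.56 (0.45 to 0.90), Atf3 (93.4 CPM against 8.58 CPM) and Nr4a1 (129 CPM against 17.2 CPM) included, and Gzmf lower (95.9 CPM against 1179 CPM). In macrophages Pf4, a platelet factor gene also expressed by macrophages, was at 518 CPM against 1336 CPM. A cluster with Pf4 as its top gene held 152 of 1521 macrophages in NC410 and 274 of 1640 in Control, so that this difference went together with the make-up of the class.

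Bintrafusp alfa alone had a CD8 share of 1.17%, within counting error of Control (ratio 0.871, 0.604 to 1.26), fewer NK cells at 0.298% (ratio 0.486, 0.2498 to 0.927) and more Tregs at 2.35% (ratio 1.35, 1.01 to 1.82). Its CD8 T cells were higher than those of Control in the cytotoxic effector list, with a median of 0.40 (0.22 to 0.58) and 12 of 18 members, including Ccl4 (2650.0 CPM against 530 CPM), Gzmd (835 CPM against 46.3 CPM) and Gzmg (1775 CPM against 0, which allows up to 6.94 CPM), and lower in type I interferon genes, with -0.54 (-0.62 to -0.36) and 3 of 22 higher. The class was also made up differently, since a sub-cluster marked by Ifng, Gzmf and Gzmg held 27 of its 71 cells against 12 of 55 in Control, and a sub-cluster marked by Gzmk and the interferon-induced Ifi208 held 12 against 15. Macrophages were lower in Lyve1 (19.1 CPM against 71.5 CPM) and Pmepa1 (21.1 CPM against 70.4 CPM), and neutrophils in Skil (150 CPM against 459 CPM) and Ski (38.5 CPM against 160 CPM), co-repressors of SMAD proteins that TGF-β induces or degrades. The histone gene Hist1h2ap was at 162 CPM over all kept cells against 37.7 CPM in Control, higher than in any other library.

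NC410 plus anti-PD-L1 left TGF-β unblocked. T and NK shares were near those of Control, with CD8 T cells at 1.36% (ratio 1.01, 0.661 to 1.53), Tregs at 2.18% (ratio 1.26, 0.888 to 1.77) and NK cells at 0.411% (ratio 0.672, 0.315 to 1.36), whereas neutrophils were more frequent at 8.13% (ratio 1.33, 1.12 to 1.59). Macrophages were higher than in Control in the tissue-resident-type list, with a median of 0.59 (0.53 to 0.68) and 17 of 19 members, in Lyve1 (248 CPM against 71.5 CPM) among others, a difference that was not seen without the Cd163-positive cluster (-0.004 over the same members), and far higher in Saa3 (975 CPM against 49.9 CPM) and the scavenger receptor gene Marco (55.4 CPM against 3.07 CPM). Hypoxia and glycolysis genes were higher as well, by a median of 0.40 (0.38 to 0.43) in macrophages with 19 of 20 members, such as Hilpda (271 CPM against 173 CPM) and Slc2a1 (138 CPM against 91.5 CPM), and 0.50 (0.41 to 0.61) in neutrophils with 18 of 19. A macrophage cluster with Arg1 and Hilpda among its top genes held 226 of 1150 macrophages in this library and 169 of 1640 in Control. A neutrophil cluster with Hilpda, Cxcl2 and Ccl3 among its top genes held 93 of 257 neutrophils and 71 of 249. How far these clusters account for the higher lists of this library was not tested. The interferon-gamma list in macrophages had a median of 0.32 (0.29 to 0.38) with 19 of 22 members higher. The chemokine list in neutrophils, lower in the combination, was at 0.22 (0.11 to 0.31) with 11 of 14 higher in this library.

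NC410 plus TGF-β trap control left PD-L1 unblocked. CD8 T cells were at 2.90% of kept cells (ratio to Control 2.15, 1.57 to 2.98), NK cells at 1.58% (ratio 2.58, 1.63 to 4.21) and Tregs at 2.43% (ratio 1.40, 1.04 to 1.89). NK cells were higher in the cell cycle list, with a median of 1.08 (0.76 to 1.47) and 12 of 15 members, and the cytotoxic effector list over all kept cells had a median of 0.62 (0.57 to 0.66) with 19 of 20. Within CD8 T cells that list was level, at 0.03 (-0.08 to 0.24) with 11 of 18 higher, Ifng was at 178 CPM against 398 CPM, and Nt5e at 16.9 CPM against 107 CPM. Macrophages had hypoxia and glycolysis genes lower, with -0.31 (-0.34 to -0.29) and 1 of 20 higher, Arg1 at 195 CPM against 507 CPM and the protease gene Ctsk at 66.1 CPM against 14.6 CPM. A cluster with Arg1 and Hilpda among its top genes held 66 of 1817 macrophages in this library and 169 of 1640 in Control. The lower Arg1 and hypoxia genes thus went together with the make-up of the class. The mast cell protease genes Cma1 (36.9 CPM), Mcpt4 (27.8 CPM) and Cpa3 (21.0 CPM) appeared in the macrophages of this library and stood below 1 CPM in those of the other 5, and the antibody gene Igkc was at 45.7 CPM there against 0.768 CPM or less elsewhere.

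Genes that TGF-β induces were compared across the 5 treated libraries, since 3 of them received an agent that binds TGF-β. In neutrophils the median log2 ratio of the TGF-β response list to Control was -0.79 (-1.14 to -0.55) in bintrafusp alfa, -0.73 (-1.08 to -0.53) in the combination and -0.60 (-0.79 to -0.43) in NC410 plus TGF-β trap control, against 0.04 (-0.14 to 0.21) in NC410 and 0.16 (0.01 to 0.32) in NC410 plus anti-PD-L1. NK cells had -1.02 (-1.32 to -0.66), -0.53 (-1.05 to -0.32) and -0.56 (-0.87 to -0.35) against 0.07 (-0.31 to 0.34) and -0.29 (-0.71 to 0.12). In CD8 T cells the values were -0.60 (-0.88 to -0.27), -0.34 (-0.68 to -0.08) and -0.28 (-0.56 to -0.12) against -0.02 (-0.23 to 0.23) and -0.04 (-0.36 to 0.11), and in Tregs -0.34 (-0.61 to -0.11), -0.32 (-0.65 to -0.16) and -0.48 (-0.68 to -0.23) against 0.37 (-0.03 to 0.52) and 0.19 (-0.28 to 0.37). Under other processing, values of the combination ran from -0.716 to -0.157 in CD8 T cells, -1.333 to -0.378 in NK cells and -0.684 to -0.228 in Tregs. Smad7 in neutrophils followed the list, at 44.1 CPM, 47.7 CPM and 55.6 CPM in the libraries with such an agent and 131 CPM, 136 CPM and 157 CPM in Control, NC410 and NC410 plus anti-PD-L1. Monocytes and macrophages differed little: the medians of these 5 libraries lay between -0.14 and 0.06 in monocytes and between -0.13 and 0.03 in macrophages. The medians of the 3 libraries lay below both others in 6 of 6 classes, in macrophages by no more than 0.002 against 0.01. The intervals of the 2 sets of libraries were apart in neutrophils and overlapped in the other 5 classes, and those of NC410 plus anti-PD-L1 in NK cells and CD8 T cells hold medians of libraries with such an agent. For a single class chance gives this split in 1 of 10 cases, and the classes are not independent because they come from the same libraries. The immediate early and heat shock list split the same libraries in 2 of 6 classes, NK cells (0.159 or less against 0.454 or more) and neutrophils (-0.104 or less against 0.057 or more), so that an influence of handling on these 2 classes is not excluded.

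**Figure D4:**
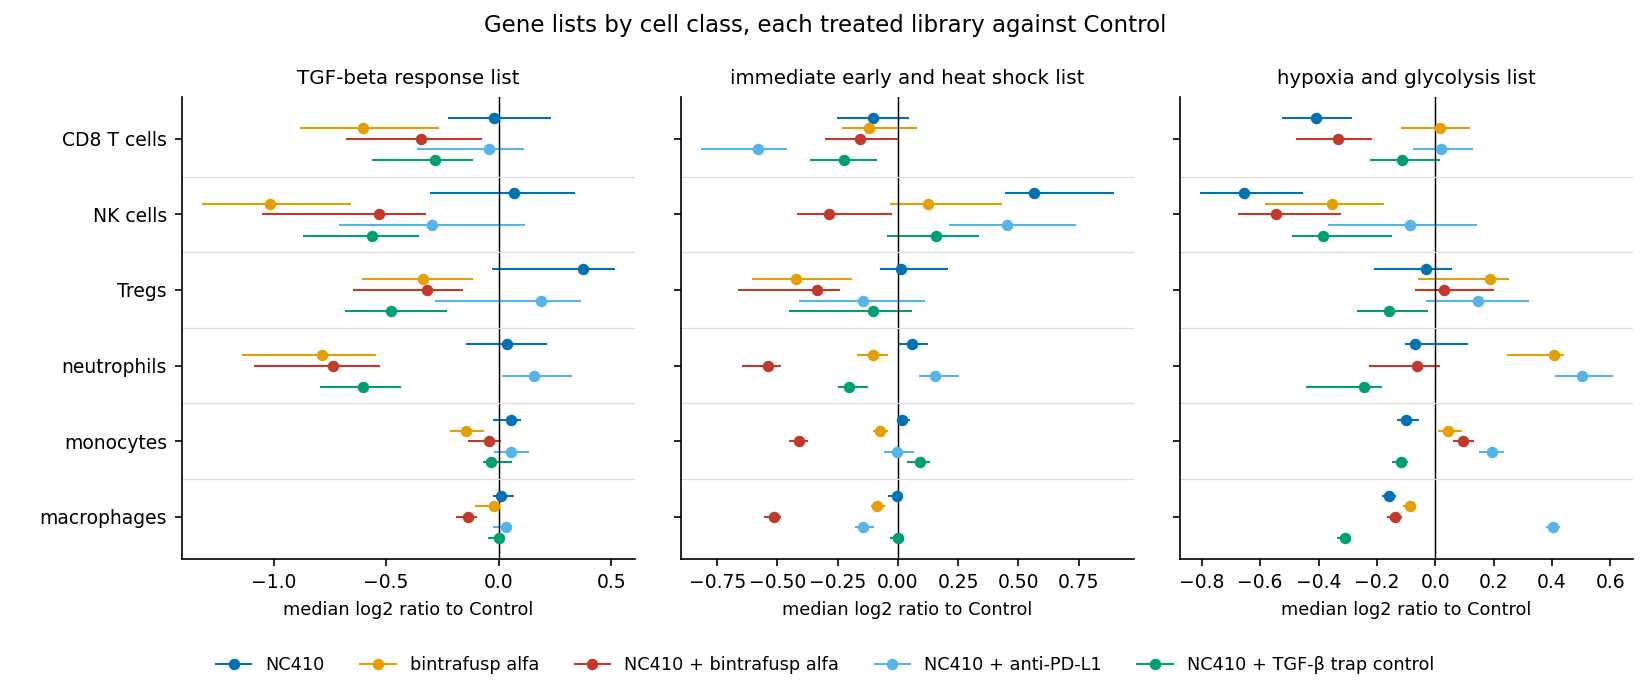
Median log2 ratio to Control of 3 gene lists by cell class, with a panel per list, a mark per treated library and bars for 95% intervals of counting error. The 3 libraries with a TGF-β-binding agent have medians below both others for the TGF-β response list in each class (neutrophils -0.79, -0.73 and -0.60), though only in neutrophils with intervals that do not overlap, and the combination is lowest for immediate early and heat shock genes in macrophages (-0.51), monocytes (-0.41) and neutrophils (-0.54).

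For the genes named most often, positions on GRCm38 (mm10) as given by the GENCODE annotation were as follows. Cd163 (ENSMUSG00000008845) lies on chromosome 6 from 124304656 to 124330527, and Lyve1 (ENSMUSG00000030787) on chromosome 7 from 110850607 to 110863239, with Saa3 (ENSMUSG00000040026) on chromosome 7 from 46711998 to 46715700. Retnla (ENSMUSG00000061100) is on chromosome 16 from 48842551 to 48844461, and Lpl (ENSMUSG00000015568) on chromosome 8 from 68880491 to 68907448. Ccl3 (ENSMUSG00000000982, from 83647844 to 83649355) and Ccl4 (ENSMUSG00000018930, from 83662584 to 83664683) are neighbours on chromosome 11, as are Gzmg (ENSMUSG00000040284, from 56156582 to 56159579) and Gzmf (ENSMUSG00000015441, from 56205263 to 56211417) on chromosome 14, while Gzmk (ENSMUSG00000042385) is on chromosome 13 from 113171608 to 113225908. Il2 (ENSMUSG00000027720) lies on chromosome 3 from 37120523 to 37125959, Smad7 (ENSMUSG00000025880) on chromosome 18 from 75367529 to 75395935, Pmepa1 (ENSMUSG00000038400) on chromosome 2 from 173224458 to 173276533, Rgs1 (ENSMUSG00000026358) on chromosome 1 from 144242296 to 144249242, and Hspa1a (ENSMUSG00000091971) on chromosome 17 from 34969190 to 34972156. UMIs were counted over whole genes, so that exons and untranslated regions were not distinguished.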

Values the study reported

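The study reported that, relative to control tumours, its combination of NC410 and bintrafusp alfa had a 3.0-fold higher frequency of CD8 T cells, 2.5-fold for NK cells and 2.6-fold for Treg cells in the single-cell data. For NC410 with the TGF-β trap control it gave 1.9-fold for CD8 T cells and 2.4-fold for NK cells. In control tumours it described a ratio of Cd163-positive to Cd163-negative M2 macrophages of almost 1:4.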

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

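The value of each result was computed again under the alternatives, 5 of which were chosen only after the results were seen. A value is called reversed where the main interval left out no difference and the alternative lay on the other side of it. Of 86 alternative values for the shares of the combination over Control, 64 stayed within the main interval, 17 moved outside it and 5 reversed, and of 111 for its main gene lists 79 stayed, 29 moved and 3 reversed. Among the other results, 28 of 344 share values moved and 4 reversed, 198 of 1189 list values moved and 17 reversed, and 906 of 2688 gene values moved and 4 reversed. Counting also results whose main interval held no difference, the direction was not kept by 5 shares and 3 list values of the combination's main results and by 30 shares, 101 list values and 9 gene values of the others. The 5 reversed shares were those of monocytes: the ratio of the combination to Control was 1.043 with at least 1000 UMIs, 1.05 without a filter, 1.011 at resolution 1.0, 1.004 with 4000 variable genes and 1.059 after thinning, and it moved to 0.991 at 10% mitochondrial UMIs. The ratios of CD8 T cells, Tregs, NK cells, macrophages, neutrophils, conventional dendritic cells and Cd163-positive macrophages kept their direction. With marker UMIs instead of clusters the ratios were 4.594 for CD8 T cells, 3.308 for Tregs and 0.818 for neutrophils. Outside monocytes and macrophages they were 2.178 for CD8 T cells, 1.543 for Tregs, 0.445 for neutrophils and 0.486 for conventional dendritic cells, and with mixed barcodes counted by their own markers 4.908 for CD8 T cells and 2.973 for Tregs. The neutrophil ratio was 0.808 with at least 1000 UMIs, 0.794 without a filter, 0.790 at resolution 1.0 and 0.793 with 4000 variable genes, the macrophage ratio 0.849 at resolution 1.0 and 0.832 with 4000 variable genes, and the NK ratio 1.347 with T and NK cells clustered at resolution 2.0. For NC410 plus anti-PD-L1 over Control, monocytes reversed to 1.005 with at least 1000 UMIs and 1.042 with 4000 variable genes, and macrophages to 1.167 at resolution 1.0 and 1.051 with 4000 variable genes. In CD8 T cells of the combination the cytotoxic effector list was 0.238 after thinning, 0.083 with members of at least 100 UMIs and 0.233 without members named by the study, and the TGF-β response list was -0.716 after thinning; with members of at least 100 UMIs it was -1.333 in NK cells and -0.684 in Tregs. The tissue-resident-type list in macrophages was -0.936 with TMM factors, -1.208 and -0.459 with pseudocounts of 1 and 50 CPM, -0.468 as mean over cells, -0.483 after thinning, -0.945 with other totals, -0.938 with members of at least 100 UMIs and also -0.938 without members named by the study. Without the Cd163-positive cluster it reversed in each treated library, to 0.364 in the combination, -0.013 in NC410, 0.244 in bintrafusp alfa, -0.046 in NC410 plus anti-PD-L1 and 0.098 in NC410 plus TGF-β trap control, as did the M2 list in the combination (0.056). Fewer members were measured without that cluster, and over the same members the values were 0.275 in the combination, 0.009 in NC410, 0.133 in bintrafusp alfa, -0.004 in NC410 plus anti-PD-L1 and 0.082 in NC410 plus TGF-β trap control, so that NC410 did not reverse, with 0.048 for the M2 list. The immediate early and heat shock list of the combination in monocytes and macrophages was -0.583 with TMM factors (1.04 against 0.961 in Control), -0.379 with 50 CPM, -0.565 as mean over cells, -0.554 after thinning, -0.502 with other totals, -0.365 without members named by the study and -0.434 over clusters. In neutrophils it was -0.788 as mean over cells, -0.742 after thinning and -0.446 without named members, and over all kept cells -0.614 with TMM factors, -0.370 with 50 CPM, -0.617 as mean over cells, -0.605 after thinning and -0.384 without named members. After thinning, reversed values were 0.047 for this list and 0.391 for Myo10 in NK cells of the combination, 0.072 for its cell cycle list in Tregs, 0.203 for Tnfrsf4 in CD8 T cells and -0.10 for Il1r2 in Tregs of NC410, and, in bintrafusp alfa, 0.443 for Pmepa1, 0.360 for the type I interferon list and -0.125 for the cell cycle list in NK cells, while its hypoxia list in monocytes went to 0.00. As mean over cells the cell cycle list in NK cells of NC410 plus anti-PD-L1 was -0.155 and the hypoxia list in Tregs of NC410 plus TGF-β trap control 0.00. The hypoxia list in monocytes of the combination was -0.010 with TMM factors, and the immediate early list in neutrophils of NC410 plus TGF-β trap control 0.059 without named members. The cause was not tested. The marker UMIs gave no value for monocytes and conventional dendritic cells, and the denominator outside monocytes and macrophages gave none for monocytes, macrophages and the Cd163-positive cluster. No paired analysis was possible because the labels pair no libraries and each group has 1.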

Other observations

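Several differences lay outside the comparisons that the study centred on. Genes of type I interferon were higher in CD8 T cells of NC410 (median log2 ratio 0.70) and lower in those of bintrafusp alfa (-0.54), 2 libraries whose CD8 shares did not differ from Control beyond counting error. The sub-cluster marked by Gzmk and Ifi208 held 43 of 74 CD8 T cells in NC410, 12 of 71 in bintrafusp alfa and 15 of 55 in Control, and differences within sub-clusters were not tested. Hypoxia and glycolysis genes were higher in macrophages (0.40) and neutrophils (0.50) of NC410 plus anti-PD-L1, the library that also had most Cd163-positive macrophages and the highest Saa3 in macrophages, at 975 CPM. Clusters with Hilpda among their top genes were larger parts of both classes there than in Control. Hypoxia differences within clusters were not tested. The γδ T cells, marked by Il17a among others, numbered 6 in NC410, 3 in bintrafusp alfa, 13 in the combination and 5 in NC410 plus TGF-β trap control, against 0 in Control and in NC410 plus anti-PD-L1, where a count of 0 allows up to 0.0735% and 0.0949% of cells.

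In NC410 plus TGF-β trap control, Igkc was at 303 CPM over all kept cells and at 45.7 CPM in macrophages. Haemoglobin Hbb-bs in macrophages was at 0.124 CPM in the combination and between 2.89 CPM and 9.29 CPM in the other libraries, and 0 of its 4863 cells were erythroid, which allows up to 0.0617%, against 25 in Control.

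In Control, Cd163 was found in 6.58% of macrophages with an Mrc1 UMI, a group defined otherwise than the M2 clusters of the study. That is lower than the share implied by the ratio quoted from the study above.

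The tests in this paragraph and in those below were all chosen after the results were seen. Immediate early and heat shock genes were lower in the combination than in Control. Neither another mixture of clusters nor depth per cell accounted for this, since the median was -0.434 within clusters of monocytes and macrophages and -0.554 after thinning. Handling or dissociation of that library stays open: the list was lower in 5 of 5 classes at full depth, with a highest median of -0.156. After thinning it was 0.047 in NK cells and -0.013 in CD8 T cells, so that depth could account for the part in these 2 classes. An effect of the combined treatment cannot be told apart from it, because 1 library stands for each treatment and the list was lower than in each of the other treated libraries in 3 of 5 classes.

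T cell barcodes with genes of another lineage, mostly a myeloid one, made up 10.1% of the combination. They were of 2 kinds, 306 with many UMIs (6.29% of cells, with a median of 16487.5 UMIs) and 185 with few. For the 306, co-capture at the rate of Control would leave their number, relative to the 2 cell types, the same, and it was 4.232 times as high. More co-capture of any pair of cells in that library stays open for them, as neutrophil barcodes with monocyte genes were 5.226 times as frequent by the same measure. In NC410 plus TGF-β trap control the measure was 1.733 times that of Control for T cells and 3.152 times for neutrophils. Over all libraries, doublet calls made up 35.06% to 73.45% of the sub-clusters that held the 306, and 2.38% of the one that held most of the 185. Cells attached to each other in the tumour could give the same picture, and no test here separated them from co-capture. C1q transcripts were at 2453 CPM in the 306 barcodes, 187.6 CPM in the T and NK classes and 387.9 CPM in neutrophils of the combination. Whether free RNA of macrophages was the source, and how far it adds to the 306 barcodes, cannot be told. C1q was 13.08 times as high in them as in the T and NK classes, but myeloid genes had been used to define the barcodes. This value was also higher in each of the other 5 libraries. Of the 185, 164 lay in a sub-cluster with a median of 1229 UMIs that held 168 cells over the 6 libraries, and what these barcodes hold was not tested.

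The near absence of Cd163-positive macrophages from the combination did not come from placement of cells with Cd163 transcripts in other clusters. Macrophages with a Cd163 and an Mrc1 UMI, counted without clusters, gave a ratio to Control of 0.08998. Cells without a Cd163 UMI could not be counted this way. The test therefore cannot exclude cells that had lost Cd163 and lay in other clusters. The cell filter did not remove the Cd163-positive macrophages, as the ratio was 0.107 over the deposited barcodes. Less tissue around the tumours in that pool cannot be told apart from an effect of treatment. The stromal share was 0.8934 times that of Control, but the stromal cluster shared top genes such as Cald1 and Phgdh with unnamed clusters and was no clean measure of such tissue.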
